A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

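Array comparative genomic hybridization (array CGH) compares the copy number of 2 DNA samples by labelling each with a different fluorescent dye, Cy3 or Cy5, and hybridizing both to the same array of oligonucleotide probes. Here, tail DNA of 9 C57BL/6J/Nrs mice of a single family, a sire, a dam and 7 offspring (F1 mice), was compared with the DNA of a male reference mouse. Each mouse was hybridized on 2 arrays with the dyes exchanged, which gave 18 arrays. The 2 arrays of a mouse hold the same pair of DNA extracts and were treated as 1 biological sample, so no mouse has a biological replicate and the number of arrays limits the precision. By the series title and the methods of the study, the sire had received gamma rays at 20 mGy per day for 400 days and the dam had not been irradiated. The short design text of the series calls the same male non-irradiated, and this difference was not resolved here. Mice were grouped as sire, dam and offspring, as the labels give them. The labels give no sex for the offspring, and the study lists it for some of them only, so offspring were never divided by sex.

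The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1, and per the file headers the probe positions are on the mouse genome build mm9. The deposited scanner files hold, for each spot, a log10 ratio of the Cy5 over the Cy3 processed signal. Per the file headers, the processed intensity of each channel had been background-subtracted, spatially detrended and scaled with a linear dye factor per channel and array. The deposited median intensity of a spot and of its local background was used for a single alternative. The deposited value table of the series holds log2 ratios that run from reference over mouse on every array. After a change of base and sign they equalled the scanner ratios of the same arrays (correlation of 1, largest difference 7.25e-07), with column medians between -0.01 and 0.01, and 1889 of the probe spots are not part of that table.

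Each array has 973116 spots, of which 6745 are controls. The other 966371 spots carry 950749 different probes, with 950622 on the 19 autosomes, 68 on chromosome X and 23 on chromosome Y, and the starts of neighbouring autosomal probes lie a median of 2053 bp apart. Between 130 and 439 spots per array that the scanner software marked as non-uniform or as population outliers were left out, together with the control spots and 36 spots on unplaced sequence. No spot was saturated. Between 0.0858% and 1.04% of the probe spots of an array were not well above background. The median signal of the mouse channel was 3.49 to 9.59 times its local background and that of the reference channel 3.51 to 8.27 times. The derivative log ratio SD, the noise measure that the scanner software takes from neighbouring probes, was 0.174 to 0.239. The arrays had been scanned on 5 days. Both arrays of the dam and the Cy3 array of the sire were scanned on a day that held no offspring array. Comparisons of parents with offspring are therefore also comparisons of scan days.

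Each log10 ratio was multiplied by the base-2 logarithm of 10 and turned to mouse over reference. Spots of the same probe were averaged, and each array was centred on the median of its autosomal probes, with no other normalization. On this scale, 1 copy against 2 in the reference gives -1, and 3 copies against 2 give 0.58. A probe was called positive, after the methods of the study, where the log2 ratio was beyond 0.8 on both arrays of a mouse, or where it and an adjacent probe were all beyond 0.5 on both arrays. The 2 arrays had also to have the same direction, because a copy number change gives the same direction on both after turning. Probes with opposite directions were counted as background. The same rules were also run with the sign of the Cy3 array turned.

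A probe was a de novo candidate where it was positive in an offspring, positive in neither parent, and more than 0.5 beyond the mean of each parent. Candidates of the same direction with at most 1 probe between them formed an interval. Intervals of 2 or more candidates were counted apart from single probes, after the Type L and Type S of the study. The study gave these names to changes that had also passed its second array, so the classes are not alike. The mean of each interval was set against 10000 random runs of as many consecutive autosomal probes of the same mouse, as fixed in advance. Since intervals had been picked over the whole genome for large ratios, which fixes the outcome against unpicked runs, no p from these runs is given. A probe was private where it was positive in 1 mouse only and more than 0.5 beyond each of the other 8, a rule that treats parents and offspring alike, so that the parents give a background. Intervals of 2 or more positive probes were then classed by the mice that held them. In limma, each mouse was set against the other 8 on the mean of its 2 arrays, the lone mouse being assumed to vary like the others, with Benjamini-Hochberg adjustment over autosomal probes within a mouse and a threshold of 0.05. Differences between offspring and parents were tested with two-sided exact permutation tests over 36 splits of the 9 mice, which cannot give a p below 0.0556. Chromosome means and the medians of X-linked and Y-linked probes were computed without a test. Among the 7 offspring, a value was set apart by Dixon's criterion, the gap to its neighbour as a share of the whole range. The shares given for offspring of the same scan day carry 95% exact binomial confidence intervals, which cover counting error only. Other shares carry no interval. The groups, calling rules, tests and most alternatives were fixed before the data were examined, and those chosen later are named with their results.

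The rule for naming regions took every de novo interval of 2 or more probes (up to 10), for each offspring the 2 single-probe candidates with the largest mean log2 ratio in size, the 10 intervals with most probes held by all mice, the 10 segregating intervals with most probes, and up to 4 genes per gene list. Ties went to the lower chromosome and position. Probe positions are given as in the files, 1-based on mm9. The files pair no probe with a gene, and the mouse annotation at hand is on another build, to which positions were not converted. Genes were therefore not named, and the gene lists fixed in advance (multigene families, antigen receptor segments, fragile sites, DNA repair, tumour suppressors and substrain loci) were not tested.

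The alternatives were single-probe thresholds of 0.6 and 1, no rule for adjacent probes, either direction on the 2 arrays, no minimum distance or one of 0.8, gaps of 0 and 3 probes, normexp background correction (offset 50) of the median signals, the value table, no centring, subtraction of a running median over 501 probes, the Cy5 or the Cy3 array alone, marked spots kept, and 19034 dim autosomal probes left out. A probe was dim where any of its spots was not well above background in at least 1 channel on at least 1 of the 18 arrays. The design fixed in advance had named mean signals for normexp, and median signals were used in their place. Families of unexposed sires, the second and denser arrays of the study and its quantitative PCR were not analysed here.

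The calling rules were tested on simulated data, with changes added to both arrays of each offspring at 700 places per size among 950622 probes. Places with a positive probe of any mouse within 3 probes were left out. The shares therefore do not cover noisy places and can be too high for them. A loss of 1 on the log2 scale was called as an interval at 92.9% of places when it spanned 2 probes, at 98.1% for 3 probes and at 100% for 5 or 10, and a loss of a single probe gave a candidate at 66.3%. A gain of 1 was called as an interval at 92.7%, 98.1%, 100% and 100% of places for 2, 3, 5 and 10 probes. A gain of 0.58 was called as an interval at 10.1% of places for 2 probes, 16.7% for 3, 34.1% for 5 and 55.6% for 10, and gave a candidate at 0.714% for a single probe. Normal noise of each array's own spread gave 0 intervals and 2 single-probe candidates over 7 offspring. That noise had the same spread at every probe of an array and no dye effect. It therefore does not cover variable or dim probes, and false calls in the data can be far more frequent. For the limma comparison of 1 mouse with the other 8, 124 of 200 probes lowered by 1 among 949103 were recovered (62.0%), with 6 false calls. All mice were drawn there with the same spread at a probe, so these counts hold only where the lone mouse varies like the others. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.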

Results

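Array CGH of the first, genome-wide screen was available for a family of 9 mice, comprising a sire, a non-irradiated dam and their 7 offspring. The series title and the study describe the sire as exposed to gamma rays, whereas the design text of the series calls it non-irradiated. The family addresses the question of whether offspring carry copy number changes that neither parent carries. Families of unexposed sires were not analysed here, so no value bears on the effect of exposure. The 950622 autosomal probes lay a median of 2053 bp apart. The median signal of the mouse DNA ranged from 3.49 times background on the Cy5 array of offspring 1 to 9.59 times on the Cy3 array of offspring 5. All values are log2 ratios of mouse over reference and the mean of the 2 arrays of a mouse. There are no replicate mice for any value, and the values of both arrays or the SD over probes are given in their place.

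The sex-linked probes were examined first because they check the labels of the parents against the male reference. The 68 X-linked probes had a median log2 ratio of -0.02 in the sire and 0.95 in the dam, and the 23 Y-linked probes had medians of -0.11 and -2.42. The difference of dam minus sire was 0.97 on X, with an SD of 0.03 between the 2 arrays, and -2.32 on Y. Since 12 of the 23 Y-linked probes were dim on an array of the dam, against 0 on those of the sire, the value on Y gives the direction of the difference and not its size. Among the offspring, the X median was -0.00604 in offspring 1 and 0.92 to 0.96 in offspring 2 to 7. The Y median was 0.0171 in offspring 1 and between -3.02 and -2.23 in offspring 2 to 7. Leaving out dim probes brought the difference on Y to -0.60. That follows in part from the choice of probes, since 16 of the 23 Y-linked probes were dim on some array. Normexp brought the difference to -0.36.

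**Figure D1:**
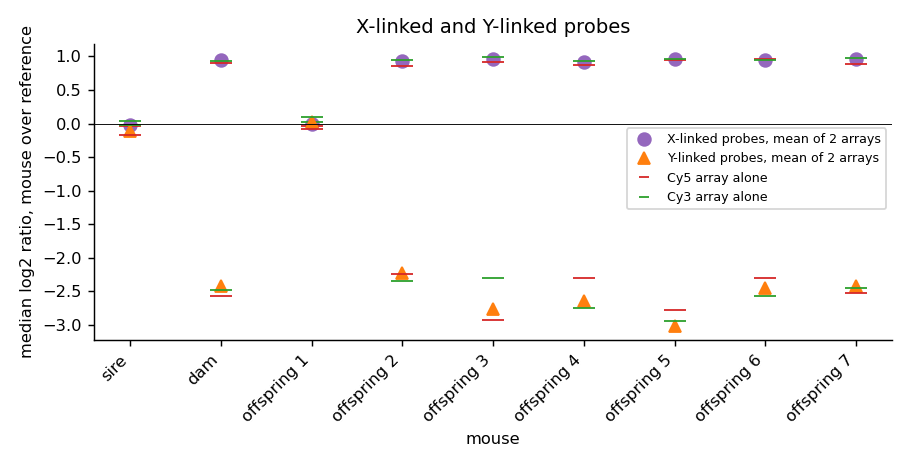
Median log2 ratio (mouse over reference, vertical axis) of the 68 X-linked probes (circles) and the 23 Y-linked probes (triangles) in each of the 9 mice, with dashes for the Cy5 and Cy3 arrays alone. The sire and offspring 1 lie near 0 for both kinds of probe, and the dam and offspring 2 to 7 lie between 0.92 and 0.96 for X and between -3.02 and -2.23 for Y.

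Probe by probe, 1893 positive calls were made on the autosomes over the 9 mice, 1141 gains and 752 losses. The sire had 71 positive probes and the dam 279. The offspring had 232, 156, 409, 242, 268, 130 and 106 positive probes (offspring 1 to 7), a mean of 220.4 ± 103 (SD, n = 7). Gains and losses were unevenly divided, with 240 gains and 28 losses in offspring 5 but 72 gains and 160 losses in offspring 1. The wide gain on chromosome 4 that all mice shared held 6 of the positive probes of offspring 7 and 74 of those of offspring 5. The mean of the offspring was higher than that of the parents by 45.4 probes, a difference that an exact permutation test did not separate from chance (two-sided p = 0.667, n = 7 and 2, smallest possible p 0.0556). Beyond the threshold of 0.8 on both arrays, 1708 probes had the same direction and 3598 had opposite directions. Opposite directions, which a copy number change does not give, were thus the more frequent. Noise independent between the 2 arrays would give both directions equally often, so it is argued against as the only source. In every mouse, the distance of an array from the mean of both varied more over probes than that mean itself. The SDs were 0.18 and 0.12 in the sire and 0.16 and 0.13 in offspring 5. How much of these counts a dye effect makes up was not tested. Offspring 5 was the only mouse with more probes of the same direction (234) than of opposite directions (155).

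**Figure D2:**
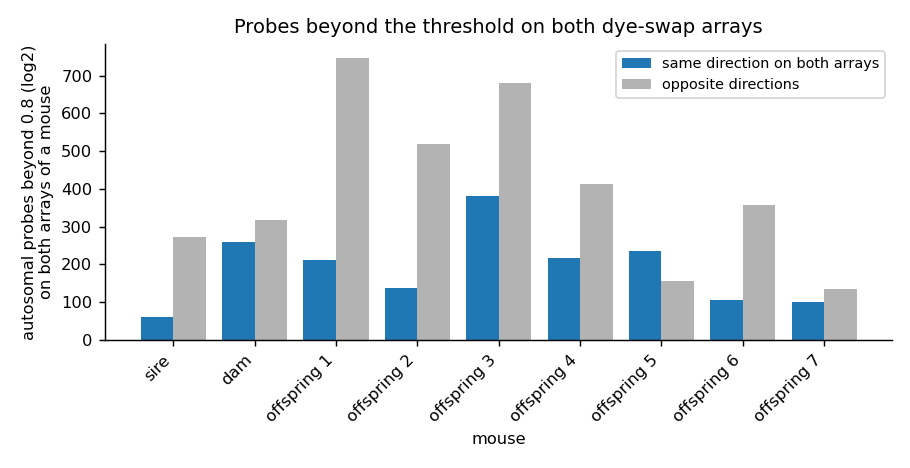
Number of autosomal probes (vertical axis) whose log2 ratio was beyond 0.8 on both dye-swap arrays of each mouse, with the same direction (blue bars) or with opposite directions (grey bars). Opposite directions were more frequent in 8 of the 9 mice, up to 747 probes in offspring 1.

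The family analysis for de novo changes gave 8 intervals of 2 or more probes, 2 in each of offspring 1, 2, 3 and 5 and none in offspring 4, 6 and 7. Of these, 7 lay outside a gain on chromosome 4 that all mice shared. The widest was a loss in offspring 1 on chromosome 12, at positions 93259283 to 93286284 (27002 bp). Its 13 probes, 11 of them called, had a mean log2 ratio of -1.004 ± 0.18 (SD over probes), with -0.88 on the Cy5 array and -1.13 on the Cy3 array. The other 8 mice lay between -0.06 and 0.06 there, with -0.02 in the sire and -0.00318 in the dam. A further loss was found in offspring 2 on chromosome 14, at positions 113314062 to 113318183 (4122 bp). Its 3 probes had a mean of -0.84 ± 0.07, with -0.78 and -0.90 on the 2 arrays, and the other 8 mice lay between -0.07 and 0.10. The nearest probes that were not called lie 29882 bp apart around the chromosome 12 loss and 6485 bp apart around the chromosome 14 loss. The probe after the chromosome 12 loss, at 93287582, had -0.35 in offspring 1 (-0.08 and -0.61 on the 2 arrays), so that the end of this loss is not settled. With normexp the mean of the chromosome 12 loss was -0.66. The chromosome 14 loss was no longer called when the rule for adjacent probes was left out, or at a distance of 0.8 from the parents.

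**Figure D3:**
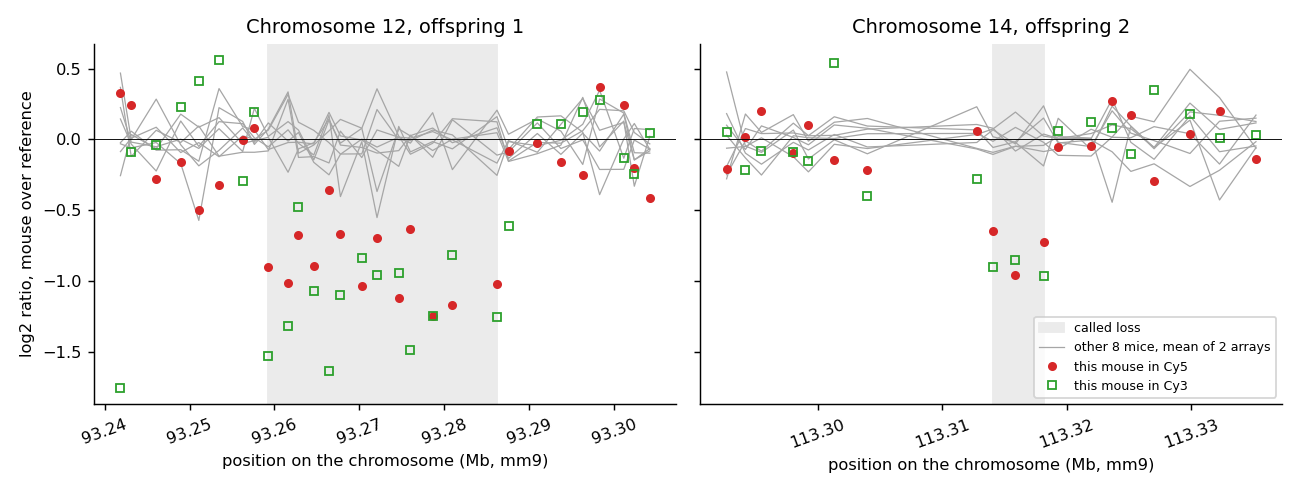
Log2 ratio (mouse over reference, vertical axis) of single probes along chromosome 12 around the loss of offspring 1 (left) and along chromosome 14 around the loss of offspring 2 (right), with positions in Mb on mm9. Filled circles and open squares are the Cy5 and Cy3 arrays of the mouse with the loss, grey lines are the other 8 mice, and the shaded spans of 27002 bp and 4122 bp hold means of -1.004 and -0.84.

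The other 6 de novo intervals spanned 2 probes each, except for a gain in offspring 3 on chromosome 4. That gain (positions 101129283 to 101138957, 4 probes, mean 1.07 ± 0.07) lay inside the wide gain shared by all mice, where the others had 0.45 to 1.005, with 0.49 in the sire and 0.52 in the dam, and so is not a change that the parents lack. Offspring 1 had a loss on chromosome 1 at 95160403 to 95162897, with a mean of -0.67 against -0.22 to 0.32 in the others. Offspring 3 had a loss on chromosome 14 at 92368686 to 92376054, with a mean of -0.73 against -0.30 to 0.42. Gains of 2 probes were found in offspring 2 on chromosome 2 (70084179 to 70085630, 1.56 against -0.54 to 0.68) and in offspring 5 on chromosome 9 (21024773 to 21028795, 0.70 against -0.19 to 0.38) and chromosome 19 (46797398 to 46800452, 0.88 against -0.15 to 0.66). At both gains of offspring 5 the next highest mouse was offspring 6, scanned on the same day. Turning the Cy3 array of every mouse, in which a true change cancels but a dye effect does not, gave 3 intervals, all in offspring 3. With normexp the chromosome 2 gain of offspring 2 turned to -0.0454, and the means of the chromosome 14 loss of offspring 3 and the chromosome 1 loss of offspring 1 were -0.0790 and -0.22.

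De novo candidates of a single probe numbered 937 over the 7 offspring, 432 losses and 505 gains. With normexp 92 were left, 3 losses and 89 gains, and without dim probes 219. There were 183, 90, 286, 139, 137, 57 and 45 of them in offspring 1 to 7. The largest losses were found in offspring 3, at 61339366 on chromosome 12 (-2.33) and 7140928 on chromosome 10 (-2.15), where the other 8 mice had -0.32 to 0.61 and -0.16 to 0.60. Among the 2 probes named for each offspring, the largest gains were those of offspring 6 at 81668662 and 70160889 on chromosome 9 (2.13 and 2.12), where others reached 1.46 and 0.99. In offspring 1 the 2 largest were losses on chromosome 3 at 22930918 (-1.93) and chromosome 18 at 68852452 (-1.79), and in offspring 4 losses on chromosome 14 at 60749295 (-1.85) and chromosome 19 at 43182567 (-1.82). In offspring 2 they were losses on chromosome 6 at 65672561 (-1.68) and chromosome 13 at 9998932 (-1.65), in offspring 5 gains on chromosome 1 at 58992687 (1.67) and chromosome 19 at 56887926 (1.61), and in offspring 7 losses on chromosome 9 at 23902087 (-1.62) and chromosome 3 at 148247163 (-1.51). At these 14 probes the SD over the other 8 mice was 0.28 to 0.90. The same search with the Cy3 arrays turned gave 1542 single probes, more than the 937 candidates. A dye effect adds to the count on turned arrays only, so the 2 counts are not alike. Of the candidates, 76.5% lay on dim probes, which make up 2.002% of the autosomal probes. A loss can itself make a probe dim.

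Under the rule that treats parents and offspring alike, 4 private intervals were found in the offspring and 0 in the parents. They were the chromosome 14 loss and the chromosome 2 gain of offspring 2 and 2 parts of the chromosome 12 loss of offspring 1 (93259283 to 93264699 and 93270296 to 93286284). Turned arrays gave 0 private intervals in both parents and offspring. Private single probes numbered 18 in the sire and 110 in the dam, and 126, 38, 168, 81, 29, 21 and 22 in offspring 1 to 7. The offspring exceeded the parents by a mean of 5.29 private single probes, which an exact permutation test did not separate from chance (two-sided p = 0.889, n = 7 and 2, smallest possible p 0.0556). At a distance of 0.8 from the other mice 2 private intervals were left, and without offspring 1, an alternative added later, 2.

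Intervals of 2 or more positive probes in any of the 9 mice numbered 19. A gain on chromosome 4, at positions 101110482 to 101270535 (160054 bp, 74 probes), was held by all 9 mice. Its mean log2 ratio was 0.57 in the sire, 0.57 in the dam, and 0.56, 0.58, 0.98, 0.95, 0.97, 0.56 and 0.55 in offspring 1 to 7. The SE over the 74 probes was at most 0.02 for any mouse, and the highest and lowest mouse differed by 0.43. A loss on chromosome 3, called over 4 probes at 25417435 to 25444229 (26795 bp), was classed as segregating in the family. All 4 probes were positive in offspring 6 only, and 3 in the dam and in offspring 2, 3, 4, 5 and 7. The last probe had -0.69 to -0.17 in these 7 mice. The probe at 25420976 had -2.39 to -2.05 in offspring 2 to 7 and 0.0491 in the sire, where 1 copy against 2 gives -1. Over the 4 probes the loss had means of -1.45 in the dam and -1.33, -1.16, -1.27, -1.40, -1.41 and -1.43 in offspring 2 to 7 (SD over probes 0.58 to 0.80), but -0.01 in the sire and 0.0247 in offspring 1. Of the other 17 intervals, 1 was a gain found in a parent only (chromosome 8, 75205502 to 75208449) and 16 were found in offspring only, each in 1 mouse, with 14 of them spanning 2 probes. Without the rule for adjacent probes, the chromosome 4 gain was called in 3 mice only (offspring 3, 4 and 5), and the chromosome 3 loss, then of 3 probes and ending at 25432738, was the 1 shared or segregating interval left.

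**Figure D4:**
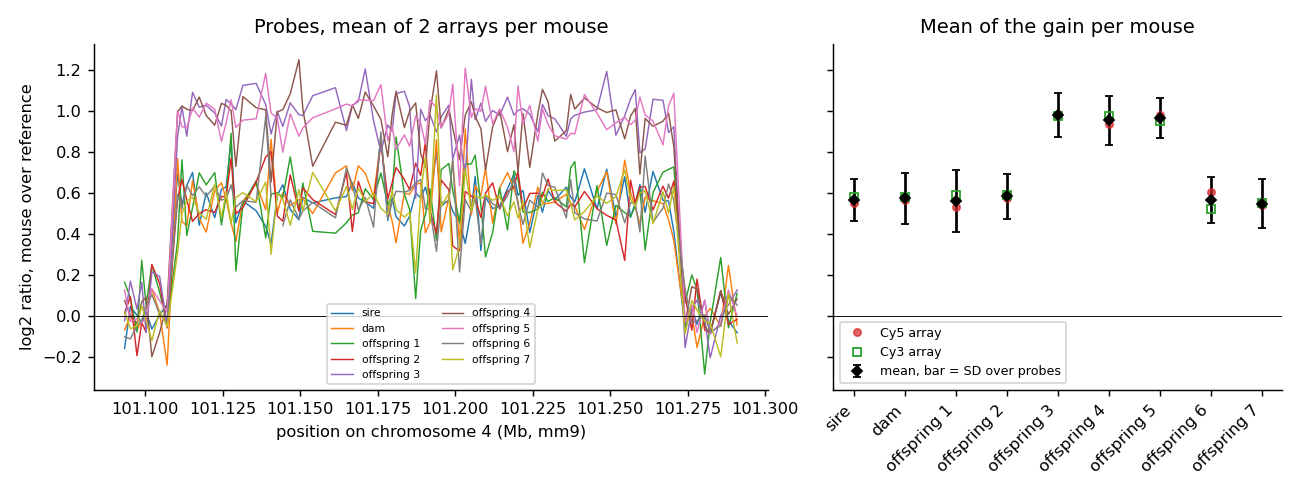
Left, log2 ratio (mouse over reference, mean of 2 arrays) of the probes in and around the chromosome 4 gain in each of the 9 mice, with positions in Mb on mm9. Right, the mean over its 74 probes per mouse (diamonds, bars are the SD over probes) with the Cy5 and Cy3 arrays alone, where offspring 3, 4 and 5 lie between 0.95 and 0.98 and the other 6 mice between 0.55 and 0.58.

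Each mouse was also set against the other 8 with limma, where the spread comes from the other 8 and the lone mouse is assumed to vary like them. Of the 13 probes of the chromosome 12 loss of offspring 1, 10 were among the calls, although that interval had already been picked for its low values in this mouse. Over 949103 autosomal probes, limma called 861 probes in offspring 1 (603 higher, 258 lower), 71 in offspring 4 and 14 in offspring 3. In offspring 2, 5 and 7 it called 1 probe each, all of them losses. These were at 46876209 on chromosome 9 (-1.64, limma adjusted p = 0.00061), 10048160 on chromosome 16 (-1.30, limma adjusted p = 0.024) and 60074380 on chromosome 15 (-1.33, limma adjusted p = 0.0296), and were singled out after their values were seen. The call of offspring 7 lay on a dim probe, and these counts depended on the processing, with 33, 16 and 9 calls when marked spots were kept and 43, 8 and 23 on the Cy3 array alone. As a background, limma called 58 probes in the dam, 55 of them lower, and 0 in the sire, against 29625 at an unadjusted p under 0.05. Offspring 6 had no call either. In both mice the unadjusted counts were below the share of 0.05 that chance gives. The SD over autosomal probes of the mean of the 2 arrays was 0.12 in the sire and 0.13 in offspring 6, but 0.16 in offspring 1. The assumption that the lone mouse varies like the other 8 was therefore not met. Of the calls in offspring 1, 65.5% lay on dim probes. Leaving those probes out brought its count to 119, normexp brought it to 33, and the Cy3 array alone gave 23 against 2002 on the Cy5 array alone.

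No whole chromosome was gained or lost in any mouse to a degree that these arrays resolved. The 171 chromosome means of the 9 mice lay between -0.01 (chromosome 8 of offspring 1) and 0.01 (chromosome 17 of offspring 5). The 2 arrays of a mouse differed by up to 0.02 from their mean (chromosome 3 of the sire), which is more than the largest chromosome mean.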

Values the study reported

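For this family, the study listed 4 de novo deletions after a second array and quantitative PCR. In offspring 1 it gave a deletion of 28,507 bp on chromosome 12 with 12 positive probes on the first array. In offspring 2 it gave a deletion of 5965 bp on chromosome 14 with 3 positive probes on the first array. The single-probe deletions were of 732 bp on chromosome 4 in offspring 7 and of 191 bp on chromosome 12 in offspring 5. The study gives offspring 1 as male and offspring 2, 5 and 7 as female. Its list holds no duplication in this family and no change in offspring 3. The other de novo intervals called here in offspring 1, 2 and 5 lie on chromosomes where it lists no change for these mice. By the study, every candidate with 2 or more positive probes on the first array passed quantitative PCR. Those candidates had already passed its second array, which was not applied to the intervals called here. Over all families, the study reported de novo deletions in 20.4% of offspring of irradiated sires (29 of 142) and in 7.1% of offspring of non-irradiated sires (11 of 156). Deletions with 2 or more positive probes on the first array were reported in 15.5% and 5.1% of these offspring.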

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

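The comparison of each offspring with the other 6 was planned, whereas all tests of explanations in this part were chosen only after the results were seen. In 52 sets of 7 offspring values, 12 values lay far from the other 6, where chance gives about 5% of the sets. Of these, 9 belong to named intervals or single probes, which except for the segregating chromosome 3 loss had been named because they differed in 1 mouse. The X median, the Y median and the chromosome 3 loss all set apart offspring 1, which the study lists as male, and so are not independent. The 12 values can therefore not be judged against the 5%.

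Offspring 1 had an X median of -0.00604 and a Y median of 0.0171, both far from offspring 2 to 7. It had 861 limma calls, against at most 71 in another offspring, but with normexp it had 33 against 64 in offspring 4, and on the Cy3 array alone 23 against 126 in offspring 4 and 43 in offspring 2. The chromosome 12 loss of offspring 1 (-1.004) and the chromosome 14 loss of offspring 2 (-0.84) lay far from the other offspring in their means. Single probes far from the other offspring were those of offspring 1 on chromosome 3 at 22930918 (-1.93), offspring 3 on chromosome 12 at 61339366 (-2.33) and chromosome 10 at 7140928 (-2.15), offspring 4 on chromosome 14 at 60749295 (-1.85) and chromosome 19 at 43182567 (-1.82), and offspring 7 on chromosome 3 at 148247163 (-1.51). No chromosome mean lay apart.

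The chromosome 3 loss was present in the dam and in offspring 2 to 7 but not in offspring 1 (0.0247). This is how the offspring divide at the X-linked probes and, for the offspring that the study lists, by sex. Of 26 autosomal probes that were positive losses in the dam and more than 1 below the sire, 18 (69.2%) divided the offspring in that way, on 11 chromosomes, where independent inheritance of each locus would give 0.203 of 26. Single-copy losses inherited from the dam are argued against by that count (exact binomial p = 1.73e-32, with neighbouring probes counted singly). That count includes 3 probes of the chromosome 3 loss, which prompted the test. The size of the change does not decide, since picking probes more than 1 below the sire nearly fixes a dam value below -1. Of the 18, 16 lay below -1 in the dam, down to -2.43 at 40851536 on chromosome 16. Noise is argued against because 0 of 69 gains picked by the same rule had the pattern (Fisher's exact p = 1.41e-13). The gains were not spread evenly over the possible patterns, as at 32 of them no offspring lay nearer the dam than the sire, which is what noise of the dam alone would give and was found at 3 of the 26 losses. A candidate explanation is that these probes also match Y-linked sequence, which the male reference, the sire and offspring 1 would add to the signal. Probe sequences were not analysed here, so this explanation stays open, and inherited losses at those of the 18 probes that lie near -1 are not excluded. At 25420976 in the chromosome 3 loss, offspring 2 to 7 had -2.39 to -2.05, beyond the -1 of a single-copy loss from the dam with the sire at 0.0491.

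Single-probe candidates outnumbered de novo intervals by 937 to 8, or to 7 without the chromosome 4 gain. Hybridization noise is a candidate explanation, as 85.4% of the candidates lay on the 5% of probes that varied most among the other 8 mice, which leaves 14.6% elsewhere and argues against single-copy changes as the source of most of them. For offspring 5, scan day is a further candidate, since offspring 6 of the same day was the furthest of the other 6 offspring in the direction of the change at 61.0% of its candidates (83 of 136, 95% exact interval 52.3% to 69.3%, with 16.7% by chance), while for offspring 1 with offspring 2 of the same day the share was 19.7% (36 of 183, 14.2% to 26.2%), which decides nothing. On quiet probes, those with an SD under 0.15 over the other 8 mice, the offspring had a mean of 3 private single probes and the parents 3.5, a difference of -0.5 (exact permutation p = 1, n = 7 and 2). With 2 parents as background, most of their arrays scanned on a day without offspring, single-copy changes and noise cannot be told apart at these quiet probes.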

How the results depend on the processing

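The settings that leave out offspring 1, keep quiet probes, use means of 30 probes, leave out the chromosome 4 gain or leave out probes with the X pattern were chosen only after the results were seen. Of 253 alternative values of 33 results, 204 kept their direction and stayed within 1.5 times the main count or, for log2 ratios, within the spread over probes or between the 2 arrays, 47 moved and 2 reversed. These limits are wide, and 631 single-probe candidates at a distance of 0.8 lie within them. The value table holds the same data as the main setting, so its values could hardly move. The cause was not tested except where said. A single-probe threshold of 0.6 gave 6049 positive probes in place of 1893 and 3196 single-probe candidates in place of 937, and a threshold of 1 gave 902 and 320, as looser and stricter rules must. Either direction on the 2 arrays gave 5971 positive probes. The Cy5 array alone, which drops the dye check, gave 50507 positive probes, 465 de novo intervals in place of 8, 20397 single probes, 43 private intervals in place of 4, 180 shared or segregating intervals in place of 2, and 2163 limma calls in offspring in place of 949. The Cy3 array alone gave 50396, 648, 21735, 28, 163 and 264. Normexp gave 547 positive probes, 92 single probes (89 gains and 3 losses, against 505 and 432), 2 private intervals and 138 limma calls (58 gains and 80 losses, against 629 and 320). Leaving out dim probes gave 839 positive probes, 5 de novo intervals, 219 single probes and 188 limma calls. No minimum distance gave 46 de novo and 16 private intervals, and a distance of 0.8 gave 2 and 2. Leaving out the chromosome 4 gain gave 7 de novo intervals. Without the rule for adjacent probes 1 shared or segregating interval was left, because the chromosome 4 gain was then called in offspring 3, 4 and 5 only. Means of 30 probes marked 5 regions, 2 of them in 1 mouse only, which is not a like count, and quiet probes alone held 20 single-probe candidates. Without offspring 1 there were 2 private intervals and 88 limma calls. The chromosome 12 and chromosome 14 losses of offspring 1 and 2 were both kept under 13 of the 15 settings, and the chromosome 14 loss was not called without the rule for adjacent probes or at a distance of 0.8. All 8 de novo intervals were kept under the 2 other thresholds, but 3 were kept with normexp, 3 without the rule for adjacent probes, 4 on the Cy5 array alone, 5 without dim probes, 7 with the running median and 2 at a distance of 0.8. The X difference of dam and sire, 0.97, was 0.77 with normexp, 0.91 on the Cy3 array and 0.0794 after subtraction of a running median, which spans more probes than X and Y have and so removes the difference by construction. The Y difference, -2.32, was -0.36 with normexp, -2.39 and -2.45 on the Cy5 and Cy3 arrays, -0.60 without dim probes (16 of the 23 Y-linked probes, 0 of them dim in the sire), and 0.23 with the running median. Of 144 alternative values for means of named intervals 137 were kept, 6 moved towards 0 with normexp, and the chromosome 2 gain of offspring 2 turned from 1.56 to -0.0454 with normexp. Values from the Cy5 array, the Cy3 array and the value table were kept by construction. The limit for a mean exceeds the distance of either array from it. Most of these means are the chromosome 4 gain and the chromosome 3 loss in each mouse that held them. Gene lists could not be run. No paired test of parents against offspring was possible, because all mice are of a single family with 1 sire and 1 dam. Signal over background, lowest at 3.49 in offspring 1, limits what single probes can show.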

Other observations

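The tests in this part were all chosen only after the results were seen. Means over 30 consecutive probes, beyond 0.2 on both arrays of a mouse, marked 5 regions, of which 2 were the chromosome 4 gain and the chromosome 12 loss. A further region spanned the chromosome 3 loss, and passed in offspring 3 only. On chromosome 8, 32 probes at 102147129 to 102235206 (88078 bp) had means of 0.31 in the dam and 0.27, 0.27, 0.26, 0.28, 0.26 and 0.30 in offspring 2 to 7, but -0.00371 in the sire and -0.00453 in offspring 1. This is how the offspring divide at the X-linked probes and, for the offspring that the study lists, by sex. On chromosome 14, 85 probes at 53431231 to 54298759 (867529 bp) had means of 0.22 in the dam, 0.22 in offspring 1, 0.21 in offspring 3 and 0.25 in offspring 6. In the sire and in offspring 2, 4, 5 and 7 the chromosome 14 means were -0.06, -0.000335, -0.03, -0.07 and -0.07. These values lie below the 0.58 of 3 copies against 2, but that is not a like measure. Such regions can take in unchanged probes at their ends. Over the regions of this search the chromosome 12 loss of offspring 1 had -0.47 in place of -1.004. The chromosome 4 gain had 0.44 in the sire in place of 0.57. The copy number of the chromosome 8 and chromosome 14 regions is therefore not settled. With opposite directions on the 2 arrays, the same search gave 3 regions, the widest of 34 probes in full, where the chromosome 8 and chromosome 14 regions span 61 and 114 probes in full.

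On the quietest probes, with an SD under 0.1 over the other 8 mice, 3 single-probe candidates were left in the 7 offspring, all of them losses, and the 2 parents had 1 private single probe at that limit, a gain of the dam (chromosome 1 at 59781856, 1.11). The losses lay in offspring 1 on chromosome 10 at 78030846 (-0.82), in offspring 5 on chromosome 12 at 82591869 (-0.99, others -0.11 to 0.13) and in offspring 7 on chromosome 4 at 21090404 (-1.10, others -0.21 to 0.06). The study lists single-probe deletions on these chromosomes of offspring 5 and offspring 7, on another genome build, and positions were not compared. At an SD under 0.15 there were 20 candidates, 14 losses and 6 gains. Offspring 1 held 8 of the losses and none of the gains, so that the other offspring had 6 of each, and the private single probes of the parents at this limit were 1 loss and 6 gains. At an SD under 0.2 there were 83.

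The chromosome 4 gain had 2 levels in the family, 0.55 to 0.58 in 6 mice and 0.95 to 0.98 in offspring 3, 4 and 5. A variant of the reference animal alone would put all mice at a single level, and the highest and lowest mouse differed by 0.43, against a largest SE over probes of 0.02. Scan day is argued against as well, because offspring 5 and offspring 6 were scanned on the same day and differed by 0.40 ± 0.01 (SE over probes, higher in 73 of 74 probes). A candidate explanation is a duplication that each parent carries on 1 of its 2 chromosomes, with estimates of 2.96 copies in the sire, 2.97 in the dam and 2.92 to 3.94 over all mice for 2 in the reference, and 0, 4 and 3 offspring nearest to 2, 3 and 4 copies (exact multinomial p = 0.289 against 1:2:1). That hypothesis was found and tested on the same values, and other arrangements of the copies were not tested.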
